A study of Mus musculus with 44 samples.

How the data were processed

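RNA was measured in 44 libraries from dorsal cortex and hippocampus of mice harvested at postnatal days 28 to 29. The mice carried a Cre recombinase that tamoxifen activates under the microglial Cx3cr1 promoter, and a floxed allele of the ribosomal protein RPL10a fused to GFP. Translating ribosome affinity purification (TRAP) pulls down tagged ribosomes with their RNA through the GFP. Per the labels, tamoxifen was given at 100 mg per kg on postnatal days 15, 17 and 19, and control mice received vehicle, whereas the series design calls them untreated. Each replicate letter had 4 libraries. Input was total RNA of the homogenate and MG_TRAP its GFP immunoprecipitate. SN_input was total RNA of the synaptosome fraction, which holds pinched-off synapses and the processes attached to them, and PeMP_TRAP was the immunoprecipitate from that fraction. A second set of libraries names this last fraction SN_TRAP, and it was treated as the same fraction. Control libraries had 3 replicates (A to C) and tamoxifen libraries 8 (D to K). Replicates A to F form a first set of 24 libraries and G to K a second set of 20, told apart by title style and file naming, and control libraries occurred only in the first set. A replicate letter is shared by libraries of different fractions, and whether it stands for 1 animal is not stated, so libraries were not paired.

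The authors deposited HTSeq counts, whole numbers of reads per Ensembl gene, made after SMART-Seq v4 amplification and NEBNext Ultra II library preparation. The aligner, genome build, annotation release and HTSeq options are not stated. The first set lists 54146 gene identifiers, of which 54079 are in GENCODE release M21 (GRCm38), and the second set 55359, of which 52083 are in it. Coordinates, gene symbols, transcript lengths and GC content were taken from that release. All analyses used the 50714 identifiers shared by both sets, and the genes left out held 0.0232% to 0.795% of the assigned reads of a library. The deposited table of the first set gives log2 values per library (CPM, the counts of a library scaled to a common total), with log2 fold changes, a likelihood ratio score and p-values of 3 comparisons, per the file headers. It was compared with the recomputed values and used for no other result. No GFP feature was in the counts.

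Assigned reads per library ranged from 746616 to 35584637. A floor of 3 counts, the number that a count of 0 still allows, lay between 0.0847 and 4.05 CPM. PCR reads without molecular identifiers are not independent molecules, so these floors cover counting error only. Molecule equivalents were estimated as the number of random draws from the mean profile of all other libraries that gives the number of genes detected. On draws simulated from the same profile that the estimate used, the estimate over the truth was 1.01, 1 and 1. This tests the formula only. The error for a library whose profile differs from the mean of the others was not tested.

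Gene counts were analysed with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filterByExpr filter with a minimum count of 10, the quasi-likelihood test and Benjamini-Hochberg adjusted p-values at a threshold of 0.05. Comparisons between fractions of tamoxifen mice were fitted on all 32 tamoxifen libraries with set as a covariate (15710 genes tested). Comparisons with control mice were fitted on the 24 libraries of the first set (14771 genes tested). Interaction terms tested the difference between the enrichments of the 2 immunoprecipitates (15710 genes tested), the difference between treatments (14771) and the difference between sets (17961). Values per library are log2 CPM with a prior count of 2. The 14 gene lists, 12 written by hand and 2 defined by symbol (cytosolic ribosomal proteins and mitochondrially encoded genes), were tested in 13 comparisons with camera at a preset correlation of 0.01, and the 182 p-values were adjusted together. The hand-written lists covered microglia, neurons, astrocytes, oligodendrocytes, endothelium, border macrophages, phagocytosis, lysosome, antigen presentation, immediate early genes, nuclear retained RNA and dendritic RNA. Lists of plasma cell and B cell genes were added after immunoglobulin transcripts had been seen. Where every library of a group was at or under the floor, the fold change was computed as the mean CPM of the other group over the highest floor and is given as a lower bound. It bounds the counting error of reads only. In libraries of few molecules, such as second-set PeMP_TRAP at 16305 to 31248 molecule equivalents, an undetected gene may lie above that floor. Such values are therefore no bound on molecules.

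Genes were named by a rule: in each comparison with calls, the 3 largest and the 3 lowest log2 fold changes among genes with an adjusted p-value under the threshold, an average log2 CPM of at least 4, a symbol, and the same direction in every replicate letter (no overlap of the groups for comparisons with control mice), where equal values at a count of 0 have no direction. Predicted genes were skipped. Cx3cr1, Rpl10a, Tmem119 and P2ry12 were read in every comparison, and Xist with the Y-linked genes served as a sex check.

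The pipeline was tested on simulated data with known changes. With 8 libraries against 8, edgeR called 1.52%, 8.96% and 31.3% of genes changed by 2, 3 and 4 on the log2 scale, and 2 unchanged genes. With 3 against 3 it called 0%, 0% and 4.48% in MG_TRAP and 0%, 1.49% and 5.97% in PeMP_TRAP. Camera called a list of 25 genes raised in the simulation and 0 of 13 unchanged lists. All of these simulations gave a gene the same dispersion in every fraction, so they do not cover the unequal spread of the real fractions.

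Alternatives covered scaling (RLE and total counts), the test (DESeq2 1.42.0 and limma voom 3.58.1 with a weight per group of libraries), low-count filters, thinning to equal depth, reads scaled to molecule equivalents, each set alone, the set covariate, the libraries in the fit, a covariate for unaligned reads, a replicate block, and leaving out each first-set replicate in turn. Other splits of the libraries were fitted with the same models. Figures and library tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.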

Results

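The assigned reads differed between fractions and sets. In the first set, libraries of control mice held 4423004 to 9943319 assigned reads in Input, 1522779 to 12712307 in MG_TRAP, 3922657 to 9664824 in SN_input and 1135747 to 4069563 in PeMP_TRAP (n = 3 each). Those of tamoxifen mice held 3288305 to 17330989, 3123775 to 13289847, 4731366 to 7737018 and 746616 to 12602839 in the same order (n = 3 each). In the second set the ranges were 13629005 to 19931477, 13285317 to 27498161, 8348012 to 15069226 and 20442643 to 35584637 (n = 5 each). Reads with more than 1 alignment made up 38.6% ± 2.37 of all reads in SN_input and 44.5% ± 8.19 in PeMP_TRAP (SD, n = 8 tamoxifen libraries each), against 21.7% ± 9.99 in Input. In tamoxifen libraries of the first set the means were 37.6%, 43.8% and 32.8% in the same order (n = 3 each). Second-set Input stood at 14.9% ± 0.627 (n = 5), so the gap to Input was smaller in the first set. Unaligned reads made up 2.71% to 18.8% in the control MG_TRAP libraries and 6.72% to 47.7% in the control PeMP_TRAP libraries (n = 3 each).

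Despite their depth, the PeMP_TRAP libraries of the second set detected 6144 ± 739 genes (SD, n = 5), fewer than the 12603 ± 788 of the tamoxifen PeMP_TRAP libraries of the first set (n = 3) and the 21920 ± 657 of second-set Input (n = 5). Their estimated molecule equivalents were 21550 ± 5680, against 8118500 ± 1766000 in second-set Input. Reads per molecule equivalent were 1305 ± 211 and 2.15 ± 0.286. The correlation of log2 values across genes between replicates had a median of 0.995 in second-set Input and 0.627 in second-set PeMP_TRAP, over 10 pairs each, and genes are not independent replicates. The common dispersion was 0.022 and 10.29 in these groups, so the precision of a fold change differed by fraction. The mitochondrial ribosomal RNA mt-Rnr2 took 37.7% ± 23 of the counts of first-set tamoxifen SN_input (n = 3) and 3.54% ± 0.8 in the second set (n = 5).

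**Figure D1:**
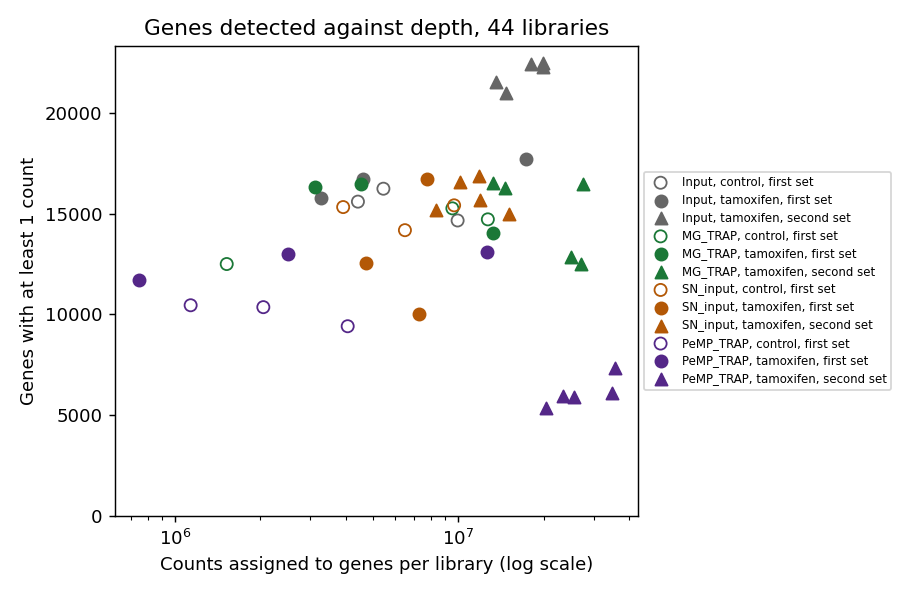
Genes detected per library (vertical axis, number of genes) against assigned reads (horizontal axis, log scale), with 1 point per library, by fraction and by set. The second-set PeMP_TRAP libraries lie between 5372 and 7369 genes at 20442643 reads or more.

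The first comparison asked which transcripts the immunoprecipitation enriches from whole homogenate. Between MG_TRAP and Input of tamoxifen mice (n = 8 each), 1071 of 15710 genes passed an adjusted p-value of 0.05 in edgeR, 733 higher and 338 lower in MG_TRAP, and 2519 passed at an unadjusted p. The alternative that moved this count most was scaling reads to molecule equivalents, with 3727 genes. In the first set alone 329 genes passed, 325 of them higher, and in the second set alone 1015, 596 of them higher. The split between directions also moved with scaling: RLE factors lowered the median change of all genes by a shift of -0.52 and gave 594 higher and 528 lower, while total counts gave a shift of -0.31. For the authors' deposited values 1281 genes passed for this comparison (949 higher, 332 lower), of which 603 also passed here in the same direction. The log2 fold changes of the 13375 genes in both had a Pearson's r of 0.827 across genes.

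Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), the gene whose promoter drives the recombinase, rose from 2.77 ± 0.51 log2 CPM in Input to 9.37 ± 0.95 in MG_TRAP (SD, n = 8), a fitted log2 fold change of 6.56 (SE 0.55, adjusted p = 5.88e-12 in edgeR). Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) changed by 6.78 (SE 0.61) and P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871) by 6.69 (SE 0.56). Rpl10a (ENSMUSG00000037805, chromosome 17, 28328471 to 28331033), whose protein carries the tag, changed by 2.33 (SE 0.78) and did not pass (adjusted p = 0.0654). Its Input level was 1.53 ± 1.46 in the first set (n = 3) and 6.33 ± 0.1 in the second (n = 5).

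The largest increases by the naming rule in MG_TRAP were those of Igkc (ENSMUSG00000076609, chromosome 6, 70726435 to 70726966), Lag3 (ENSMUSG00000030124, chromosome 6, 124904361 to 124911705) and Lgals9 (ENSMUSG00000001123, chromosome 11, 78962974 to 78984946), at 9.12 (SE 1.38), 7.79 (SE 0.67) and 7.78 (SE 1.04) on the log2 scale. The largest decreases were those of mt-Nd3 (mitochondrial genome, 9459 to 9806), mt-Rnr2 (mitochondrial genome, 1094 to 2675) and Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321), at -4.14 (SE 0.96), -3.26 (SE 0.63) and -3.01 (SE 0.6). Igkc, the constant region of immunoglobulin kappa, had 487 to 51010 counts in the TRAP libraries of the second set, 2 to 2193 in tamoxifen TRAP libraries of the first set, at most 1 in TRAP libraries of control mice and at most 30 in any Input or SN_input library.

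Gene lists gave 106 of 182 tests with an adjusted p-value under 0.05 by camera, 67 of them toward higher values. Under fry 97 passed, and 80 of the camera calls held in the same direction; where a camera call of a list named here did not hold under fry, its fry value is given, and so is that of each list that passed under fry alone, all of them toward lower values. Camera compares a list with the other genes and fry compares it with no change. In MG_TRAP against Input the microglial list had a median change of 6.56 (camera adjusted p = 2.58e-128, higher in 8 of 8 replicate letters), with 25 of 25 genes past the threshold both over all genes and adjusted over the list alone. Phagocytosis (4.89), border macrophage (4.19, or 3.97 with genes at their bound), antigen presentation (4.01), lysosome (2.37) and ribosomal protein (1.13) lists were also higher, each in 8 of 8 letters, with 22, 11, 12, 17 and 47 genes past the threshold adjusted over the list alone and 17, 5, 9, 15 and 22 over all genes. The mitochondrially encoded (-1.84, or -1.70 with bounds), oligodendrocyte (-1.54), neuron (-1.50), astrocyte (-1.31) and dendritic RNA (-1.14) lists were lower, each in 8 of 8 letters since 0 were higher. Endothelial, immediate early and nuclear retained lists did not pass in camera (adjusted p = 0.248, 0.6 and 0.112), and nuclear retained RNA was lower under fry (-0.86, fry adjusted p = 0.0138, 0 of 8 letters higher). All of these calls kept their direction with total counts.

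**Figure D2:**
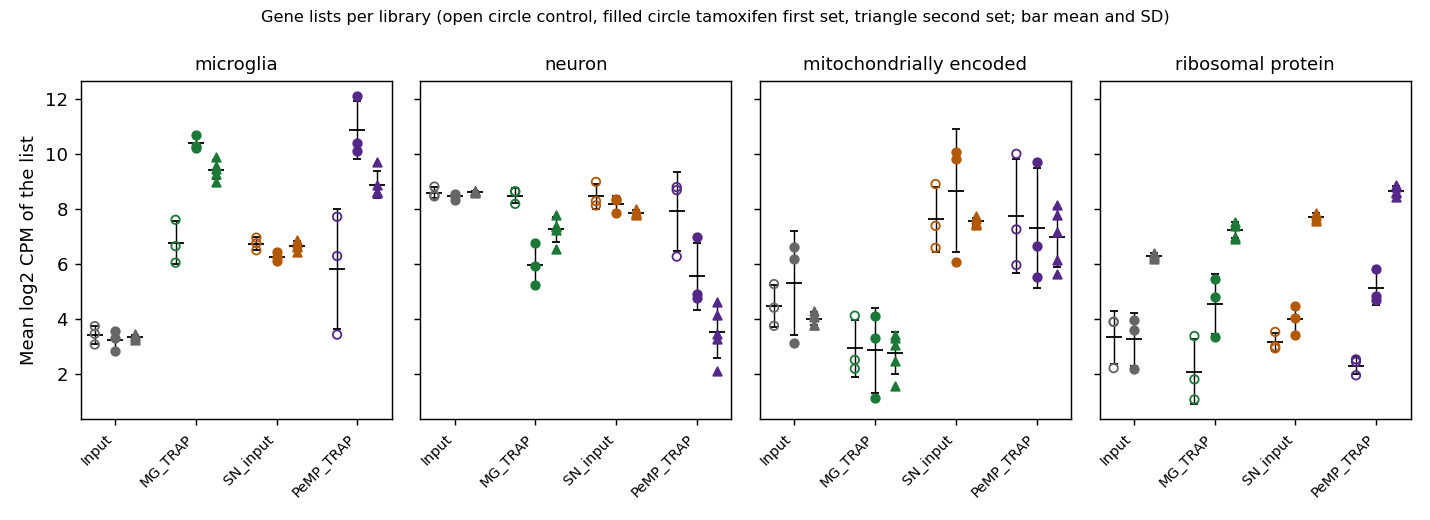
Mean log2 CPM of 4 gene lists per library (1 point each), by fraction, treatment and set, with bars for the mean and SD. The median change of the microglial list was 6.56 in MG_TRAP against Input and 3.46 in PeMP_TRAP against SN_input.

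The second comparison asked the same in the synaptosome fraction. Between PeMP_TRAP and SN_input of tamoxifen mice (n = 8 each) 5074 genes passed, 966 higher and 4108 lower, and 6527 at an unadjusted p. RLE factors shifted the median of all genes by -0.35. The authors' table, made from the first set, had 2436 genes for this comparison (1309 higher, 1127 lower), of which 1293 passed here in the same direction (r = 0.749 across genes). In the first set alone 372 genes passed, 311 higher and 61 lower. The set-by-fraction interaction passed for 2710 genes of 17961, 2676 of them lower in the second set. Cx3cr1 changed by 2.91 (SE 0.47), Tmem119 by 3.80 (SE 0.54), P2ry12 by 2.10 (SE 0.46) and Rpl10a by 1.99 (SE 0.74, adjusted p = 0.0363 in edgeR). Igkc, Crip1 (ENSMUSG00000006360, chromosome 12, 113146316 to 113153879) and Cmtm7 (ENSMUSG00000032436, chromosome 9, 114756836 to 114781856) were higher in PeMP_TRAP by 10.56 (SE 1.44), 6.43 (SE 1.07) and 5.60 (SE 0.88). Dkkl1 (ENSMUSG00000030792, chromosome 7, 45207519 to 45212147) and Ipcef1 (ENSMUSG00000064065, chromosome 10, 6885796 to 7052478) were at least 6.99-fold and 4.32-fold lower by the floor in reads, with no PeMP_TRAP library above it. Given the few molecules of second-set PeMP_TRAP, these values are no bound on molecules. Ermn (ENSMUSG00000026830, chromosome 2, 58045113 to 58052864) changed by -9.79 (SE 1.43), with at most 5 counts in PeMP_TRAP and 0 in 6 of its libraries.

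In this comparison the microglial list had a median change of 3.46 (camera adjusted p = 1.14e-56, 8 of 8 letters), with 25 of 25 genes past the threshold over all genes and adjusted over the list alone. Antigen presentation (2.99), phagocytosis (2.53), lysosome (1.24) and ribosomal protein (1.19) lists were higher in 7, 7, 5 and 8 of 8 letters, with 11, 21, 12 and 44 genes past the threshold adjusted over the list alone and 11, 19, 11 and 39 over all genes. The oligodendrocyte (-2.98, or -2.81 with bounds), astrocyte (-2.50, or -2.45 with bounds) and neuron (-2.10) lists were lower, with 0 of 8 letters higher. Border macrophage, endothelial, immediate early, nuclear retained, dendritic and mitochondrially encoded lists did not pass in camera, and their medians were -0.10, -0.45, -1.41, -1.28, -1.37 and 0.05. Under fry the dendritic (adjusted p = 2.62e-06, 0 of 8 letters higher), immediate early (0.000598), endothelial (0.00512) and nuclear retained (0.0141) lists were lower, the last 3 with 1 of 8 letters higher and with medians of -0.25, 0 and -0.05 when genes stood at their bound.

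PeMP_TRAP was then compared with MG_TRAP of tamoxifen mice (n = 8 each), the comparison of tagged ribosomes at the synaptosome fraction with those of whole homogenate. In edgeR 3952 genes passed, 498 higher and 3454 lower in PeMP_TRAP, and 5382 at an unadjusted p. The count was 0 in the first set alone (1377 at an unadjusted p) and 6653 in the second set alone, and the interaction with set passed for 2743 genes, 2667 of them lower in the second set. RLE factors and total counts shifted the median of all genes by -0.53 and -0.73. They gave 287 and 195 higher calls, with 4168 and 4284 lower. The named genes mt-Tc (mitochondrial genome, 5192 to 5257) and mt-Nd4 (mitochondrial genome, 10167 to 11544) changed by 8.70 (SE 1.2) and 6.20 (SE 0.56), and mt-Tn (mitochondrial genome, 5089 to 5159) was at least 48.2-fold higher by the floor in reads. Ipcef1, Cops7b (ENSMUSG00000026240, chromosome 1, 86582904 to 86609375) and Rtca (ENSMUSG00000000339, chromosome 3, 116488963 to 116508208) were at least 3.27-fold, 6.41-fold and 5.70-fold lower by the floor in reads. Given the few molecules of second-set PeMP_TRAP, these values are no bound on molecules. Cx3cr1 (0.10, SE 0.43) and Tmem119 (0.36, SE 0.49) differed by less than their errors, with adjusted p = 0.913 and 0.668 in edgeR. P2ry12 changed by -2.16 (SE 0.46, adjusted p = 0.000862). Rpl10a changed by -0.28 (SE 0.82) over both sets and by 1.60 in the second set alone.

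The mitochondrially encoded (5.36, or 5.21 with bounds) and ribosomal protein (1.38) lists were higher in PeMP_TRAP than in MG_TRAP in 8 and 7 of 8 letters, with 21 and 57 genes past the threshold adjusted over the list alone and 20 and 45 over all genes. The immediate early list was lower (-2.34, or -1.28 with bounds, 0 of 8 letters higher). The microglial list passed in camera (median 0.50) but was higher in only 2 of 8 letters and did not pass under fry (adjusted p = 0.842). Phagocytosis, lysosome, antigen presentation and dendritic RNA lists likewise passed in camera and not under fry (adjusted p = 0.792, 0.996, 0.777 and 0.665). With total counts dendritic RNA did not pass in camera (adjusted p = 0.175), while the neuron and endothelial lists did (0.00226 and 0.021). With TMM scaling the neuron, astrocyte, oligodendrocyte, endothelial, border macrophage and nuclear retained lists did not pass in camera. Of these, neuron (-0.86), border macrophage (-1.59, or 0 with bounds) and nuclear retained (-1.78, or -1.06 with bounds) lists were lower under fry (adjusted p = 0.000298, 0.00739 and 0.000164), with 1, 0 and 0 of 8 letters higher.

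A gene was counted as microglial by the design's definition when it was higher both in an immunoprecipitate than in its own input and in that immunoprecipitate of tamoxifen than of control mice. This gave 0 genes for whole homogenate and 271 for the synaptosome fraction. The 271 included the immunoglobulin genes Igkc and Ighg2b and the B cell gene Cd79b. The definition therefore also admits RNA that may not come from microglia. The count for whole homogenate depended on the method: it was 2 with total counts, 2 with libraries thinned to equal depth, 13 with RLE factors, 39 without a filter, 118 with molecule equivalents, 230 with DESeq2 and 476 with limma voom, which gave 46 for the synaptosome fraction. Of the 271, 38 were higher and 1 was lower in PeMP_TRAP than in MG_TRAP. All 271 came from the synaptosome fraction, where the definition requires high values in tamoxifen PeMP_TRAP and so favours the higher direction. The direction also depended on the setting, and molecule equivalents gave 13 higher and 62 lower. RLE factors, total counts, DESeq2, limma voom, no filter and thinning gave more higher than lower. In the first set alone the definition gave 167 genes, with 0 higher and 0 lower, and fits on the compared groups alone gave 11 genes, with 1 higher. Both parts of the definition share the tamoxifen PeMP_TRAP libraries of the first set. In 8 simulated sets without any change, at most 0 genes met it, and 18.2 did on average at an unadjusted p. These sets gave a gene the same dispersion in every fraction. The common dispersion was 0.022 in second-set Input and 10.29 in second-set PeMP_TRAP. The simulated sets therefore do not show how many false calls such unequal spread gives.

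The synaptosome preparation itself was measured by SN_input against Input of tamoxifen mice (n = 8 each), where 400 genes passed, 327 higher and 73 lower, and 1764 at an unadjusted p. This split depended on scaling: 134 higher and 109 lower with RLE factors (shift of -0.70) and 93 higher and 230 lower with total counts (shift of -1.05). In the first set alone 6 genes passed and in the second 607. The authors' table had 188 genes, 90 of which passed here in the same direction (r = 0.674 across genes). Of the named genes, mt-Tq (mitochondrial genome, 3772 to 3842), Stab1 (ENSMUSG00000042286, chromosome 14, 31139013 to 31168641) and Hcst (ENSMUSG00000064109, chromosome 7, 30417712 to 30419854) rose by 5.35 (SE 1.06), 4.85 (SE 0.7) and 4.82 (SE 1.31). Snhg11 (ENSMUSG00000044349, chromosome 2, 158375638 to 158386145), Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) and Meg3 (ENSMUSG00000021268, chromosome 12, 109541001 to 109571726) changed by -3.70 (SE 1.06), -3.66 (SE 0.55) and -3.03 (SE 0.64). The mitochondrially encoded (3.63), microglial (3.49), phagocytosis (2.79), astrocyte (1.78), oligodendrocyte (1.75), ribosomal protein (1.35) and lysosome (1.29) lists were higher in 8 of 8 letters. Antigen presentation (1.66), border macrophage (2.29, or 2.27 with bounds) and dendritic RNA (0.63) lists were higher as well, the last not with total counts (adjusted p = 0.142). Nuclear retained RNA (-2.25, or -2.13 with bounds) and immediate early (-1.09) lists were lower in 8 of 8 letters, as 0 were higher. The neuron (-0.52) and endothelial (0.69) lists did not pass, although both did with total counts (adjusted p = 0.00021 and 0.0338). Cx3cr1 changed by 3.75 (SE 0.48).

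The difference between the 2 enrichments, synaptosome minus whole, was tested as an interaction and passed for 1770 genes, 61 higher and 1709 lower, with 3586 at an unadjusted p. In the first set alone it passed for 0 genes (883 at an unadjusted p) and in the second for 4600. RLE factors and total counts shifted the median of all genes by 0.19 and 0.31. Cx3cr1 had a difference of -3.65 (SE 0.62), Tmem119 of -2.97 (SE 0.69) and P2ry12 of -4.58 (SE 0.65). The microglial list had a median difference of -3.16 (camera adjusted p = 1.84e-29, 0 of 8 letters higher, 23 of 25 genes past the threshold adjusted over the list alone and 22 over all genes). Neuron (-0.45), lysosome (-0.88), antigen presentation (-1.49), immediate early (-0.97) and dendritic (-0.62) lists did not pass in camera and were lower under fry (adjusted p = 0.0267, 0.00881, 0.0013, 0.00739 and 0.0328).

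**Figure D3:**
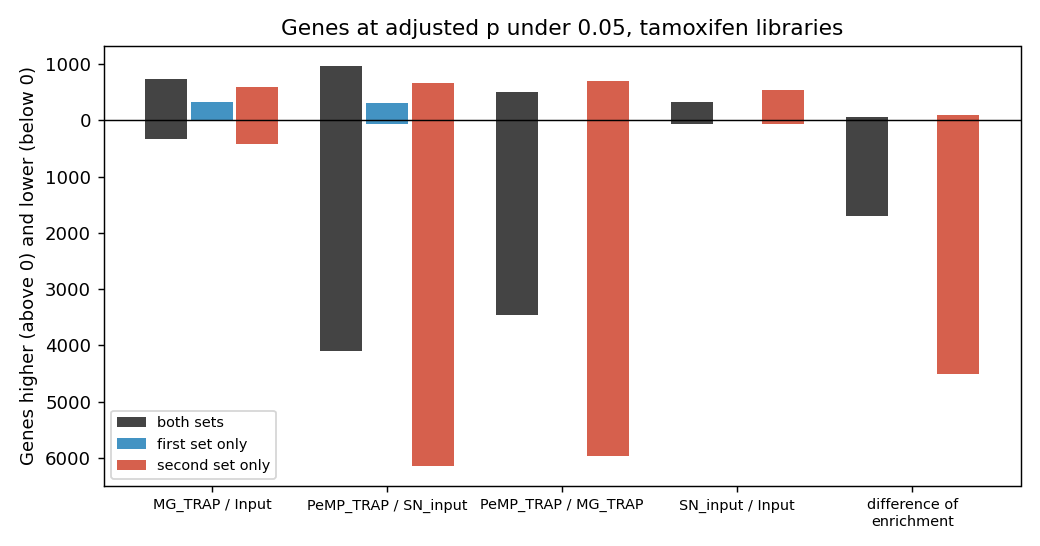
Number of genes with an adjusted p-value under 0.05 in 5 comparisons of tamoxifen libraries (bars above 0 higher, below 0 lower), with both sets and with each set alone. With both sets the lower calls reach 4108 in PeMP_TRAP against SN_input and the higher calls 966.

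Control mice gave the background of the immunoprecipitation (first set, n = 3 against 3). Tamoxifen against control MG_TRAP gave 0 genes (2351 at an unadjusted p). This count rose to 46 when control replicate B was left out and to 66 with a covariate for the share of unaligned reads. It was larger still with DESeq2, limma voom, molecule equivalents and the filter of 10 counts in every library, as listed below. Tamoxifen against control PeMP_TRAP gave 1643 genes, 822 higher and 821 lower (4734 at an unadjusted p), 365 without tamoxifen replicate F, and 23 when only the 6 compared libraries were fitted. For Input and SN_input the counts were 0 and 0 (452 and 495 at an unadjusted p). Total counts shifted the median of all genes by -0.34 in MG_TRAP and by -0.96 in SN_input, and RLE factors shifted it by 0.26 in MG_TRAP. Cx3cr1 was 5.58 ± 1.49 in control MG_TRAP and 10.4 ± 0.38 in tamoxifen MG_TRAP of the first set (SD, n = 3), a change of 4.16 (SE 1.15) that did not pass (adjusted p = 0.146 in edgeR). In PeMP_TRAP its change was 3.56 (SE 1.12, adjusted p = 0.0358 in edgeR). Tmem119 (2.59), P2ry12 (1.42) and Rpl10a (7.83) did not pass there (adjusted p = 0.107, 0.326 and 0.116 in edgeR). Mlph (ENSMUSG00000026303, chromosome 1, 90915085 to 90951142), Ncf4 (ENSMUSG00000071715, chromosome 15, 78244801 to 78262580) and Tec (ENSMUSG00000029217, chromosome 5, 72755716 to 72868483) were at least 122-fold, 89.5-fold and 86.6-fold higher in tamoxifen PeMP_TRAP by the floor in reads. Bcam (ENSMUSG00000002980, chromosome 7, 19756131 to 19771016), Sorcs2 (ENSMUSG00000029093, chromosome 5, 36017180 to 36398139) and Ly6c1 (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830) were at least 67.3-fold, 40.4-fold and 34.6-fold lower by the same floor. The control PeMP_TRAP libraries held 60352 to 86710 molecule equivalents, so the values for the higher genes are no bound on molecules.

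The microglial list was higher in tamoxifen than in control mice in both immunoprecipitates, by a median of 3.09 in MG_TRAP and 3.56 in PeMP_TRAP, with every tamoxifen library above every control library. In MG_TRAP 0 of its genes passed over all genes and 25 adjusted over the list alone, and in PeMP_TRAP 16 and 21. In MG_TRAP the phagocytosis (2.07), antigen presentation (2.81, or 2.56 with bounds), border macrophage (5.49, or 3.70 with bounds), ribosomal protein (2.34, or 2.25 with bounds) and lysosome (1.32, fry adjusted p = 0.0679) lists were higher. The astrocyte (-2.76), oligodendrocyte (-2.55, or -2.53 with bounds), neuron (-2.39) and dendritic RNA (-2.04) lists were lower there. In PeMP_TRAP phagocytosis (3.19), antigen presentation (2.82, or 1.83 with bounds), ribosomal protein (2.52, or 2.25 with bounds) and lysosome (1.67) lists were higher. Nuclear retained RNA (-6.55, or -4.03 with bounds), endothelial (-5.93, or -3.60 with bounds), neuron (-2.57), astrocyte (-2.37, or -1.90 with bounds), oligodendrocyte (-1.89, or -1.71 with bounds) and dendritic RNA (-1.46) lists were lower. In Input the mitochondrially encoded list passed in camera (1.18, fry adjusted p = 0.628). In SN_input the mitochondrially encoded (1.40), ribosomal protein (1.17, or 1.13 with bounds) and border macrophage (0.78) lists did, with fry adjusted p = 0.533, 0.257 and 0.458, and the immediate early list was lower under fry alone (-0.89, or -0.72 with bounds, adjusted p = 0.0276).

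Within control mice, MG_TRAP against Input gave 2 genes (1101 at an unadjusted p). These were Atg7 (ENSMUSG00000030314, chromosome 6, 114643097 to 114860614), with a change of 8.36 (SE 1.38), and Kalrn (ENSMUSG00000061751, chromosome 16, 33969073 to 34573532), with a change of 6.66 (SE 1.07), both at adjusted p = 0.00282 in edgeR. Leaving out control replicate A, B or C gave 0 genes each time (693, 1139 and 822 at an unadjusted p). The microglial list was higher in control MG_TRAP than in control Input by a median of 3.48 (3 of 3 letters, 21 genes adjusted over the list alone and 0 over all genes), and so were phagocytosis (2.32, or 2.30 with bounds), lysosome (1.51) and antigen presentation (1.45, or 0.99 with bounds). Astrocyte (0.66) and immediate early (1.16, or 0.63 with bounds) lists passed in camera only (fry adjusted p = 0.442 and 0.105), as did the lower ribosomal protein (-0.98, or -0.90 with bounds) and mitochondrially encoded (-1.38, or -1.16 with bounds) lists (0.162 and 0.353). The neuron list did not differ (0.04, adjusted p = 0.984). Control PeMP_TRAP against SN_input gave 0 genes (2577 at an unadjusted p). There the endothelial list was higher by 4.93 (3 of 3 letters), while nuclear retained (5.15, or 4.42 with bounds), border macrophage (2.71, or 1.34 with bounds) and mitochondrially encoded (0.91) lists passed in camera only (fry adjusted p = 0.0588, 0.368 and 0.831). The microglial list did not pass (0.92, adjusted p = 0.128). Oligodendrocyte (-0.67) and phagocytosis (-0.16) lists were lower under fry alone (adjusted p = 0.00806 and 0.0417).

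**Figure D4:**
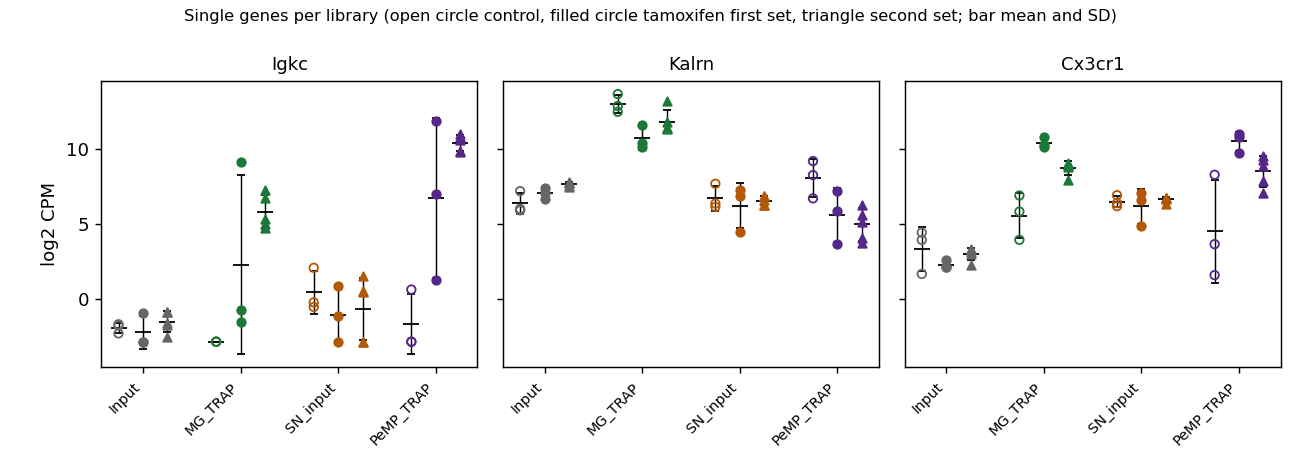
Log2 CPM of Igkc, Kalrn and Cx3cr1 in each library (points), by fraction, treatment and set, with bars for the mean and SD. Kalrn averaged 13.02 in control MG_TRAP and 10.74 in tamoxifen MG_TRAP of the first set.

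The treatment by immunoprecipitation interaction asked whether the enrichment in tamoxifen mice exceeded that in control mice. It passed for 0 genes in whole homogenate (1357 at an unadjusted p) and for 183 in the synaptosome fraction, 135 higher and 48 lower (2928 at an unadjusted p). Leaving out control replicate A or tamoxifen replicate D or F gave 0 genes in the latter (2708, 2367 and 2205 at an unadjusted p). With total counts the synaptosome count was 307, 276 higher and 31 lower, at a shift of 0.69. In whole homogenate RLE factors and total counts shifted the median of all genes by 0.31 and -0.31. A replicate block, DESeq2 and limma voom gave more than 0 genes in whole homogenate, as listed below. The immediate early list was lower there under fry alone (-1.78, adjusted p = 0.0267).

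For the sex check, Input of control replicate A had 139 Xist counts and 0 of Ddx3y and of Eif2s3y. Input of replicates J and K had 0 and 1 Xist counts and 564 and 423 of Ddx3y. Both Xist and Ddx3y were present in the Input libraries of the other replicates, with 6 to 76 counts of Xist and 3 to 421 of Ddx3y.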

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

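The counts under other splits, the test of equal depth for the treatment interaction, the tests of scaling, of a few genes taking the counts and of a ceiling of purity were chosen only after the result was seen. The comparisons, gene lists, naming rule and most other settings were fixed before the data were examined. Of 108 groups of 8 libraries tested for a library far from the others, 14 had one, where about 1 in 20, or 5.4, is what chance gives. The differences between groups below were each found by a test of the difference itself.

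Replicate D of tamoxifen SN_input lay apart in 8 values. It had 98.9 reads per molecule equivalent, 1.273% of reads without a feature and 33.13% with more than 1 alignment. Its mean log2 CPM were -1.65 for the endothelial list, -1.89 for border macrophages, 7.35 for the lysosome list and 0.87 for immediate early genes, and 4.87 for Cx3cr1. Its correlation across genes was 0.688 with the mean of the other SN_input libraries and 0.638, 0.597 and 0.595 with Input, PeMP_TRAP and MG_TRAP. This goes against a swapped fraction label, but a single library without a spread cannot exclude it. A swap within SN_input was not tested. A loss of molecules before amplification, simulated in 1000 libraries, covered 3 of the 5 list and gene values in its 95% range. The lysosome list and Cx3cr1 lay outside it, so such a loss may account for a part, and a single library cannot decide the rest. No biological explanation was tested, since the labels give none for a single replicate.

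Input replicate D had 10.12 reads per molecule equivalent, where the other 7 tamoxifen Input libraries had 1.888 to 4.316. Input replicate F had 2.83 for the microglial list and 2.10 for P2ry12, and Input replicate E had 5.68 for the oligodendrocyte list. MG_TRAP replicate J had -0.27 for the border macrophage list. Of the 2 values of Input F, 0 lay inside the range of libraries simulated with a loss of molecules before amplification, and for the single values of Input E and MG_TRAP J the number inside was also 0. Single libraries exclude nothing, and the causes cannot be told apart here. A difference between animals stays open and was not tested.

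PeMP_TRAP replicate E gave 7.173% of its counts to mt-Rnr2, where the other 7 tamoxifen PeMP_TRAP libraries gave 0.159% to 1.857%. Its neuron list stood at 6.96, 2.07 above the highest of the others. Carry-over of total RNA from the synaptosome fraction would raise both and may explain this library.

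The difference between enrichments, synaptosome minus whole, passed for 1770 genes, 1709 of them lower. Only 1 of 25 splits, the real one, gave as many genes, and the highest other count was 500. A cause in GC content is argued against, because at least 95.6% of the calls were lower in each of 5 groups of genes by GC content. A loss of molecules before amplification may account for the excess of lower calls: libraries simulated with an unchanged enrichment and the observed molecule equivalents gave 4432 lower and 7 higher calls, of which 853 lower calls were shared with the real ones. The low number of genes detected in second-set PeMP_TRAP goes with such a loss. Too few reads are argued against, because thinned to 740679 counts these libraries still detected 38.0% of the genes of Input (5269 against 13856). A few genes taking the counts are argued against as well, since at least 14869200 counts fell outside the 10 most abundant genes, more than the smallest Input total of 3278640. What a loss predicts was present: 12.5% of genes with at least 100 CPM in the mean of the other 4 libraries had a count of 0, against 0% in Input and 1.21% in first-set PeMP_TRAP.

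The lists in this difference were set against the same simulation. Medians were -3.16 for microglia, -1.01 for astrocytes, -1.47 for oligodendrocytes, -4.07 for border macrophages, -2.42 for phagocytosis, -0.58 for nuclear retained RNA, 0.00 for ribosomal proteins and 1.96 for mitochondrially encoded genes. Nuclear retained RNA and ribosomal proteins passed toward higher values because camera compares a list with the other genes, whose median was -0.79, and together with the mitochondrially encoded list they did not pass under fry (adjusted p = 0.9, 0.986 and 0.129). Of these 8 lists, 0 passed in the same direction in the simulated libraries, where camera again compares a list with the other genes. The simulated medians themselves were -1.36 for astrocytes and -1.39 for oligodendrocytes, so a loss of molecules before amplification may account for the size of these. They were -1.27 for microglia, -1.33 for border macrophages and -1.19 for phagocytosis, smaller changes than those seen. For nuclear retained RNA, ribosomal proteins and mitochondrially encoded genes they were -4.02, -1.43 and -1.30. These lay below the -0.58, 0.00 and 1.96 seen, so the simulated loss did not give those values. The named genes were Pgam2 (4.92), mt-Tc (4.14), Malat1 (2.60), Slc15a2 (-9.32), Rtca (-8.83) and Cops7b (-8.78). Slc15a2, Rtca and Cops7b had at most 1 count in every tamoxifen PeMP_TRAP library, so their fitted values depend on the prior count and are no bounds. Cx3cr1 (-3.65), Tmem119 (-2.97) and P2ry12 (-4.58) were lower. A ceiling of purity would lower the microglial list without any difference between compartments: SN_input already held more microglial RNA than Input, and both immunoprecipitates reached similar levels, with a median change of 0.50 between them. This may explain the list and the first pair of genes. P2ry12 was lower in PeMP_TRAP than in MG_TRAP itself, which a ceiling alone does not give. A difference between microglial compartments, the biological reading that the design names, stays open.

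The same loss was tested for the other comparisons with more lower than higher calls. For PeMP_TRAP against SN_input it gave 3929 lower calls where 4108 were seen, 1528 of them shared. For PeMP_TRAP against MG_TRAP it gave 2132 where 3454 were seen, 1018 of them shared, so the simulated loss gave fewer lower calls than seen. For the difference between enrichments the same simulation gave 4432 where 1709 were seen, so its counts are rough, and a loss of molecules before amplification may account for any part of these calls. GC content is argued against in both, with at least 77.7% and 79.4% lower calls in each of the 5 groups. These counts themselves exceeded other splits: 1 of 25 splits gave as many for MG_TRAP against Input (highest other 182), 1 of 25 for PeMP_TRAP against SN_input (2072), 1 of 25 for PeMP_TRAP against MG_TRAP (2008) and 1 of 25 for SN_input against Input (38), each time the real one.

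The enrichment differed between the sets for 2710 genes in PeMP_TRAP against SN_input and for 2743 in PeMP_TRAP against MG_TRAP. Of the splits of the 8 replicates into 3 and 5, 7 of 56 and 8 of 56 gave as many, the real one included, with up to 3411 and 3400 genes. All of these kept D, E and F in 1 group and so still followed the set in part, while splits that parted D, E and F gave at most 908 and 1145. The counts therefore go with D, E and F being together, and they do not tell the division by set from one that moves 2 libraries of the second set to their side. For MG_TRAP against Input 56 of 56 splits gave at least the 0 genes of the real one (1070 at an unadjusted p). Libraries simulated with the loss of molecules gave 2228 and 1870 lower calls for the first pair, where 2676 and 2667 were seen. A loss that was deeper in the second set may therefore account for a part of the lower calls. Of the simulated calls, 459 and 397 were shared with the real ones. The overlap of unrelated lists was not computed, so the shared calls do not decide this. GC content is argued against, with at least 98.1% and 96.3% lower calls in each of the 5 groups. Animals, sequencing run and preparation may all have changed with the set, and no test here, the 7 and 8 of 56 included, separates them.

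The treatment by immunoprecipitation interaction passed for 183 genes in the synaptosome fraction, and for 0 without control replicate A. The design allows 10 splits of the 6 replicates, so a share under 0.05 cannot be reached; 1 of 10 gave as many, the real one, and the highest other count was 0. In whole homogenate 10 of 10 gave at least the 0 seen. A loss of molecules before amplification is argued against as the whole cause, because simulated libraries without a difference gave 0 calls (1216 at an unadjusted p). A difference in depth is argued against too, since the count with all libraries thinned to the smallest total was 89.1% of that with all reads. The named genes were Rab20 (18.01), Apba3 (16.04), Mlph (15.62), Hgh1 (-15.87), Hdac7 (-14.01) and Nts (-13.59), all fitted values against groups near or at 0 counts and no bounds. Rab20 had 0 counts in 5 of the 5 second-set PeMP_TRAP libraries, so its presence in the first set was not seen again at that number of molecules. Mlph had 0 counts in 4 of the 5, so it was seen again in the remaining library only.

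Of the lists in this interaction, 22 passed, and 22 of 22 passed in the same direction with total counts. Camera compares a list with the other genes, so a shift of all genes largely cancels and these calls cannot decide on scaling. Total counts shifted the median of all genes by -0.31 in whole homogenate and 0.69 in synaptosomes, smaller in size than the list medians below. In whole homogenate the medians were 2.89 for microglia, -2.27 for neurons, -3.01 for astrocytes, -2.48 for oligodendrocytes, 7.38 for border macrophages, 1.59 for phagocytosis, 1.31 for the lysosome, 3.12 for antigen presentation, -2.07 for dendritic RNA and 2.46 for ribosomal proteins. Under fry the border macrophage and lysosome lists did not hold (adjusted p = 0.0802 and 0.194). In the synaptosome fraction they were 3.45 for microglia, -2.20 for neurons, -2.52 for astrocytes, -2.14 for oligodendrocytes, -4.06 for endothelium, 2.59 for phagocytosis, 1.63 for the lysosome, 3.11 for antigen presentation, -5.42 for nuclear retained RNA, -1.36 for dendritic RNA, 1.42 for ribosomal proteins and -1.39 for mitochondrially encoded genes. There the endothelial, nuclear retained, ribosomal and mitochondrially encoded lists did not hold under fry (adjusted p = 0.0699, 0.0573, 0.194 and 0.507). These are medians of fitted values, and for genes at or under the floor in 1 of the groups such values are no bounds. A capture of tagged microglial ribosomes, which the design names, stays open as a hypothesis. The microglial list passed under fry in both fractions (adjusted p = 0.00264 and 0.000378), with 25 of 25 genes above 0, and in both immunoprecipitates every tamoxifen library lay above every control library.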

How the results depend on the processing

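The tests with limma voom, molecule equivalents, all identifiers of the first set and the covariate for unaligned reads were chosen after seeing the data; the other alternatives were planned. Of the counts of genes and lists, 139 stayed within 1.5 times the reported value and 115 moved. Of the named genes, 1199 values stayed on their side of the threshold, 121 became weaker, 22 stronger and 3 reversed. A change of direction where neither fit passed was counted among the 1199, not as reversed. List tests gave 489 unchanged outcomes, 30 weaker, 27 stronger and 0 reversed, where a reversal required both fits to pass. The list count was 106, against 97 under fry, 109 with total counts and 109 with the replicate block. Where no cause is given below, the cause was not tested.

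With RLE factors 243 genes passed in SN_input against Input, 17 in tamoxifen against control MG_TRAP and 4 in control MG_TRAP against Input. Among the microglial genes 25 were higher and 3 lower in PeMP_TRAP than in MG_TRAP. With total counts 11 passed in tamoxifen against control MG_TRAP, 1 in control PeMP_TRAP against SN_input and 307 in the treatment interaction of the synaptosome fraction, with 19 microglial genes higher and 3 lower. The median change of all genes shifted by 0.27 with RLE factors and -0.32 with total counts in control PeMP_TRAP against SN_input. In the set interactions of MG_TRAP against Input, PeMP_TRAP against SN_input and PeMP_TRAP against MG_TRAP it shifted by 0.22, 0.65 and 0.34 with RLE factors and by 0.30, -0.27 and 0.15 with total counts.

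DESeq2 called 1753 genes in MG_TRAP against Input, 875, 4109, 48 and 64 in tamoxifen against control MG_TRAP, PeMP_TRAP, Input and SN_input, 223 and 1275 in the control comparisons of MG_TRAP and PeMP_TRAP with their inputs, 203 and 1826 in the treatment interaction of whole homogenate and synaptosomes, and 322 in the set interaction of MG_TRAP against Input. Microglial genes were 67 higher and 15 lower. Limma voom with a weight per group called 3233, 3110, 1861, 1328 and 265 genes in MG_TRAP against Input, PeMP_TRAP against SN_input, PeMP_TRAP against MG_TRAP, SN_input against Input and the difference between enrichments. It called 1811 and 187 in tamoxifen against control MG_TRAP and PeMP_TRAP and 94 in control MG_TRAP against Input. The treatment interactions gave 297 and 3. The set interactions of MG_TRAP against Input and PeMP_TRAP against SN_input gave 5 and 4577. Microglial genes were 37 higher and 22 lower.

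Without a filter 2626 genes passed in MG_TRAP against Input, 6100 in PeMP_TRAP against MG_TRAP, 52 in tamoxifen against control MG_TRAP, 17 and 16 in the control comparisons, 21 and 558 in the treatment interactions and 4 in the set interaction of MG_TRAP against Input. Requiring 10 counts in every library left 1098 genes in the fit of tamoxifen libraries and 1211 in the first set, so fewer genes could pass where counts fell: 433, 517, 201 and 92 in MG_TRAP against Input, PeMP_TRAP against SN_input, PeMP_TRAP against MG_TRAP and the difference, 266 in tamoxifen against control PeMP_TRAP, 3 in the synaptosome treatment interaction, and 0 (104 at an unadjusted p) and 1 in the set interactions of PeMP_TRAP against SN_input and MG_TRAP. Other counts rose, and the cause was not tested: 225 in tamoxifen against control MG_TRAP, 6 and 1 in the control comparisons and 28 in the whole-homogenate treatment interaction. The microglial genes were not counted under this filter.

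Thinning to the smallest library, which leaves fewer genes past the filter, gave 2418 genes in PeMP_TRAP against MG_TRAP, 734 in the difference, 2 in tamoxifen against control MG_TRAP, 1415 and 1445 in the set interactions of PeMP_TRAP, and 23 microglial genes higher and 6 lower. Reads scaled to molecule equivalents gave 3727 in MG_TRAP against Input, 2782 in SN_input against Input, 706 in tamoxifen against control MG_TRAP, 30 in control MG_TRAP against Input, 104 in the synaptosome treatment interaction, 396 and 357 in the set interactions of PeMP_TRAP, and 13 microglial genes higher and 62 lower. Tmem119 in PeMP_TRAP against MG_TRAP reversed to -1.03 there.

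The first set alone, with fewer libraries, gave 329, 372, 0 and 6 genes in MG_TRAP against Input, PeMP_TRAP against SN_input, PeMP_TRAP against MG_TRAP (1377 at an unadjusted p) and SN_input against Input, 0 in the difference (883 at an unadjusted p), and 0 microglial genes higher and 0 lower. In the second set alone 6653 passed in PeMP_TRAP against MG_TRAP, 607 in SN_input against Input and 4600 in the difference. There Rpl10a reversed to 1.60 and Tmem119 to -0.89 in PeMP_TRAP against MG_TRAP. Without the set covariate 218 genes passed in SN_input against Input.

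Fitting only the compared fractions gave 3576, 2449, 1363 and 2779 genes in the 4 comparisons of fractions. For MG_TRAP and SN_input against Input this leaves out PeMP_TRAP, whose second-set libraries had the largest dispersion. Fitting only the compared groups gave 23 in tamoxifen against control PeMP_TRAP, where 6518 genes passed the filter, and with it 1 microglial gene higher and 0 lower. Microglial genes taken from the treatment interactions numbered 69, 5 higher and 0 lower. The covariate for unaligned reads gave 66 in tamoxifen against control MG_TRAP, 7 in control MG_TRAP against Input and 2 in the treatment interaction of whole homogenate. This follows a split of replicates A, C and D against B, E and F by unaligned Input reads; as a grouping of MG_TRAP it gave 34 genes where the real one gave 0.

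With a replicate block the difference gave 738 genes, control MG_TRAP against Input 18, the treatment interaction of whole homogenate 15 and the set interactions of PeMP_TRAP 1705 and 1632. Whether a letter is 1 animal is not stated: after group means were removed, 66 pairs of libraries with the same letter had a mean r of 0.077 across genes (-0.15 to 0.405, 18 over 0.1), and 192 pairs with other letters -0.026 (7 over 0.1).

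Over the 6 fits that each left out 1 replicate, tamoxifen against control gave 0 to 46 genes in MG_TRAP (highest without control B), 365 (without F) to 1393 in PeMP_TRAP, 0 to 0 in Input and 0 to 0 in SN_input. Control MG_TRAP against Input gave 0 to 2, control PeMP_TRAP against SN_input 0 to 2, and the treatment interaction 0 to 0 in whole homogenate and 0 (without A, D or F) to 197 in the synaptosome fraction.

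Depth limits the results through molecules: a gene absent from second-set PeMP_TRAP was not detectable at 16305 to 31248 molecule equivalents. Thinning reads also lowered some counts of genes, and which limit weighs more was not tested.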

Other observations

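The tests of capture without the tag, of the source of the immunoglobulin RNA and of mixing, carry-over and tag without tamoxifen were chosen only after the result was seen, as were the counts under other splits.

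The microglial list was 3.48 higher in MG_TRAP than in Input of control mice, which received no tamoxifen. Mixing with tamoxifen MG_TRAP libraries is argued against in replicate A: to bring its microglial counts, it would also have brought 161 Igkc and 44 Y-linked counts, and 0% of these were there. In replicates B and C 0% of 311 expected Igkc counts were found, but tamoxifen libraries low in Igkc stay open as a source, so mixing cannot be told apart there. Carry-over of total RNA is argued against, because it would not separate cell types, and the microglial list rose by 3.45 ± 1.2 (SD, n = 3) more than the neuron list. A candidate explanation is that some tag is made without tamoxifen: the microglial counts above Input came to 11.9% of those of tamoxifen MG_TRAP on average (8.11%, 7.81% and 19.7% in replicates A, B and C). The list alone cannot tell this from unspecific binding of microglial ribosomes. Such a tag would be expected to raise the list in control PeMP_TRAP over SN_input as well. There it did not pass (median 0.92, camera adjusted p = 0.128, 1 of 3 letters higher). Its spread in control PeMP_TRAP was wide (5.80 ± 2.19 log2 CPM, SD, n = 3), so this does not decide.

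The comparisons with control mice allow 10 splits each, so their share cannot go under 0.05. Tamoxifen against control PeMP_TRAP gave as many genes in 1 of 10 splits, the real one, with at most 165 in the others, and in control MG_TRAP against Input 1 of 10 gave as many. A loss of molecules before amplification is argued against as the cause of the former, since simulated libraries without a difference gave 1 call (1439 at an unadjusted p). In tamoxifen against control MG_TRAP, Input and SN_input, and in control PeMP_TRAP against SN_input, 10, 10, 10 and 10 of 10 splits gave at least the 0 genes of the real one. For MG_TRAP the split of replicates A, C and D against B, E and F, which follows the share of unaligned reads, gave 34 genes, and with that split as a covariate 66 genes passed.

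Kalrn and Atg7 were the 2 genes called in control MG_TRAP against Input by edgeR with TMM scaling. This count depended on the fit: leaving out control A, B or C gave 0. Other settings gave 4 (RLE factors), 7 (covariate for unaligned reads), 30 (molecule equivalents), 94 (limma voom) and 223 (DESeq2). A replicate block also gave more than 2. Both were higher in control than in tamoxifen MG_TRAP of the first set: Kalrn 13.02 against 10.74 and Atg7 11.01 against 7.10 log2 CPM, the smaller change being 2.27. In first-set PeMP_TRAP Kalrn stood at 8.08 in control and 5.61 in tamoxifen libraries, but Atg7 at 7.07 and 7.15, so the change of Atg7 was confined to MG_TRAP. Capture without the tag may account for the levels in MG_TRAP; a dilution of it by tagged ribosomes was not seen for Atg7 in PeMP_TRAP. Retention of RNA of long genes is argued against, since 885 genes spanning at least 200 kb had a median change of 0.02. In the second set, which had no controls, Kalrn stood at 11.84 ± 0.78 in MG_TRAP (SD, n = 5).

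Immunoglobulin transcripts were found in the TRAP libraries of tamoxifen mice. If they came from plasma cells of each mouse, every replicate would use other kappa variable genes, of which 160 were in the counts. A first test took the 3 most abundant in replicate F as the reference: they held 24.2% of the kappa variable counts of replicates G to K (0% to 58.5% by library), a small share, although 1 of them, Igkv12-41, was also among the 3 of replicate G. A second test, added after that result, took the 3 most abundant genes of replicate G (Igkv6-32, Igkv12-41 and Igkv3-12). They held 97.6% of the kappa variable counts of replicates H to K, and 79.2% to 100% in each of the 8 libraries, which argues against plasma cells of each mouse. Among first-set libraries they held 99.4% of 180 kappa variable counts in PeMP_TRAP of replicate D and 93.1% of 29 in that of F, but 14.5% of 55 in MG_TRAP of F. One source of antibody RNA shared by the libraries of the second set is a candidate explanation, and nothing in the counts names it. RNA carried by the capture antibody would be expected in every immunoprecipitate, but the 6 TRAP libraries of control mice had at most 1 Igkc count, and MG_TRAP of D and E and PeMP_TRAP of E had 2 to 3. Of 9 plasma cell genes 3 were called higher in MG_TRAP than in Input, Pou2af1 (7.98), Jchain (7.40) and Tnfrsf17 (6.90), and of 6 B cell genes 2 among the 3 tested, Cd79b (6.29) and Cd22 (6.33). Pou2af1 and Jchain had 0 counts in MG_TRAP of replicate D. Input itself expressed 8 of the plasma cell and 3 of the B cell genes. The most abundant plasma cell gene, Xbp1, reached 7653 counts in MG_TRAP and 2597 in Input and was not called. Whole plasma cells and RNA of an antibody-producing line therefore cannot be told apart from these genes.

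Rpl10a, Gapdh and Actb were lower in first-set than in second-set Input, by log2 changes of -4.80, -5.13 and -2.30. Reads shared with pseudogenes may explain the first pair, if reads with more than 1 alignment were dropped in the first set alone: 233 genes with a named pseudogene had a median change of -0.98, and 0% of 10000 lists matched for expression and length had a median as low (median -0.20, lowest -0.49). Actb has no named pseudogene in the annotation, so that test does not cover it. Reads with more than 1 alignment were listed apart from the assigned reads in both sets, at 14.2% to 15.8% in second-set Input. This goes against the condition that only the first set dropped such reads, but the HTSeq options that would settle it are not stated. The share was larger, 24.9% to 37.3%, in tamoxifen Input of the first set. The first set may therefore have lost more such reads even if both sets dropped them. No biological explanation was tested, and the set changes with it.

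The microglial, astrocyte and oligodendrocyte lists were higher in SN_input than in Input. Without mitochondrially encoded genes the medians were 3.38, 1.66 and 1.65, so the lists stayed higher. The large share of mt-Rnr2 in SN_input takes counts from other genes and would lower these lists, so this fit tests no cause of the rise. Glial membranes in the synaptosome fraction stay open as a hypothesis.

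The authors' table gave log2 CPM for 24 libraries of the first set. Each column was closest to its own library, with r across genes of 0.994 to 0.999. The shares of reads outside the analysed counts were compared between tamoxifen and control libraries in 20 comparisons, and 0 lay above the range of the controls.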
